A study of Xenopus laevis with 32 samples.

How the data were processed

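Oocytes of the frog Xenopus laevis were collected at 5 stages of meiotic maturation. Stage VI oocytes had not received progesterone, the hormone that starts maturation. The others were taken 90 minutes after progesterone (PG90), at meiosis I (MI), at interkinesis between the meiotic divisions, and at meiosis II (MII). Extracts were separated on sucrose gradients, per the labels' protocols, and polyadenylated RNA was sequenced from 3 fractions: free messenger ribonucleoprotein (mRNP), monosomes and polysomes. This gave 30 libraries in 15 groups of 2. A further 2 lanes of PAS-seq, which sequences the 3' ends of polyadenylated RNA to place poly(A) sites, came from stage VI oocytes.

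The analysis started from 3 tables as deposited. The aligner, counting method, genome build and filters are not stated in the headers or labels. The first table holds, per the file headers, a polysome share per gene for each stage in 2 column sets with the suffixes x and y, given by the authors as a fraction. What the share is taken of, and how the fractions were scaled to each other, is not stated. The x and y columns of a stage were treated as its 2 replicates. They carry no replicate number, so they were not matched to individual libraries. The second table holds RNA levels per gene and stage, read here as a score of unstated unit because the values deposited by the authors are not whole and are all above 1. It also holds the authors' ratio of each later stage to stage VI, which equalled the quotient of the deposited levels. The third table holds, per the file headers, a whole-number count of PAS reads at each poly(A) site, in 1 column for both lanes. All 10 share columns and all 10 level columns were mapped.

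The planned tests assumed expression values for each fraction library, of which the share table gives none. Instead, log2(share / (1 - share)), called log2 odds below, was tested per gene with limma-trend. A model with stage as the only term was fitted to all 10 columns, and p-values were adjusted by the Benjamini-Hochberg method within each of 7 contrasts with a threshold of 0.05. The change is therefore of the polysome share against the rest of an unstated total, which need not be mRNP alone. No share was 0, so no pseudocount was needed, and the table gave no expression level to filter on. The residual degrees of freedom were 5 and the prior degrees of freedom 6.83. Monosome to mRNP changes, polysome against mRNP comparisons within a stage, a test of cytoplasmic polyadenylation elements and a comparison of the lanes were planned and could not be run on these values.

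Gene lists fixed before the data were examined were ribosomal protein genes, with 44 rows of the share table, and 19 maturation gene symbols, of which 8 were present in 14 rows. They were tested two-sided with camera in limma, with a preset inter-gene correlation of 0.01 and adjustment over 8 tests, and with fry. The genes singled out were also fixed beforehand: mos, ccnb1, ccnb2, wee2, aurka and fbxo43, both homeologs where listed. To these were added, for each contrast with stage VI, the 2 largest rises and the 2 largest falls with an adjusted p under the threshold, both columns beyond both stage VI columns and a mean in the upper part of the tested genes, split at the median. Mean share was used for that last criterion. Only MII gave such genes.

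On 20 simulated data sets of 6497 genes with 200 changed, 77.5% of changes of 2 log2 units were called and 4.91% of calls were false. Of changes of 1 unit, 0.2% were called, with an average of 0.4 true and 0.2 false calls per data set, so that 33.3% of these few calls were false. The design thus detects large changes and misses most moderate ones. With camera at an unadjusted p under 0.05, a list of 44 genes was called in 0 of 20 sets without a shift. It was called in 20 of 20 sets with a shift of -0.7. The simulated genes varied independently of each other. In the data, the estimated correlation was 0.161 for the ribosomal and 0.323 for the maturation list. The simulation therefore cannot show how often camera calls a list of correlated genes falsely.

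RNA levels were summarised over the 11765 names listed a single time, since the 178 repeated names appear in every combination of their x and y values. A gene was counted as changed when both column sets moved by at least 2-fold. No depth can be derived for shares or levels. PAS-seq counts are reads without molecular identifiers, so the Wilson 95% intervals given cover counting error only.

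The alternatives planned beforehand were quantile normalization, a fit to the columns of the 2 stages compared, leaving out each column in turn, an estimated inter-gene correlation, a minimum of 10 reads per site, and merging of sites within 50 nt. Chosen after seeing the data were a column-set block, median-centring, a constant prior variance, the untransformed share, and the 3 alternatives for RNA levels. Names matched a symbol or synonym of the RefSeq table for assembly Xenopus_laevis_v10.1 for 3387 of 6497 share-table genes, 9874 of 11943 level-table names and 11077 of 13216 PAS-seq names. Of the PAS-seq sites matched by symbol, 92.4% lay on the same chromosome but 1.96% within 1000 nt of the gene in that assembly, so its coordinates were not used. The work used R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.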

Results

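Polysome shares were available for 6497 genes at 5 stages of oocyte maturation in 2 columns per stage, x and y. The share is the authors' polysome fraction for a gene, polysomes being RNA loaded with several ribosomes. The total it is taken of and its normalization are not stated. The sequencing depth behind these values is unknown. Between the columns of a stage, the median SD of a gene's share was 0.0352 at stage VI, 0.0379 at PG90, 0.0416 at MI, 0.0478 at interkinesis and 0.0497 at MII. Spearman's rho between x and y across genes, which are not independent replicates, lay between 0.522 at stage VI and 0.583 at MI.

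The median share decreased along maturation in both column sets. In column set x it was 0.332 at stage VI, 0.299 at PG90, 0.274 at MI, 0.266 at interkinesis and 0.233 at MII. In column set y the corresponding medians were 0.321, 0.321, 0.301, 0.295 and 0.268. As a mean over both columns the median share was 0.327 ± 0.0078 (SD, n = 2) at stage VI and 0.251 ± 0.025 (SD, n = 2) at MII. Because the scaling between fractions is not stated, directions below are also given relative to the median gene.

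**Figure D1:**
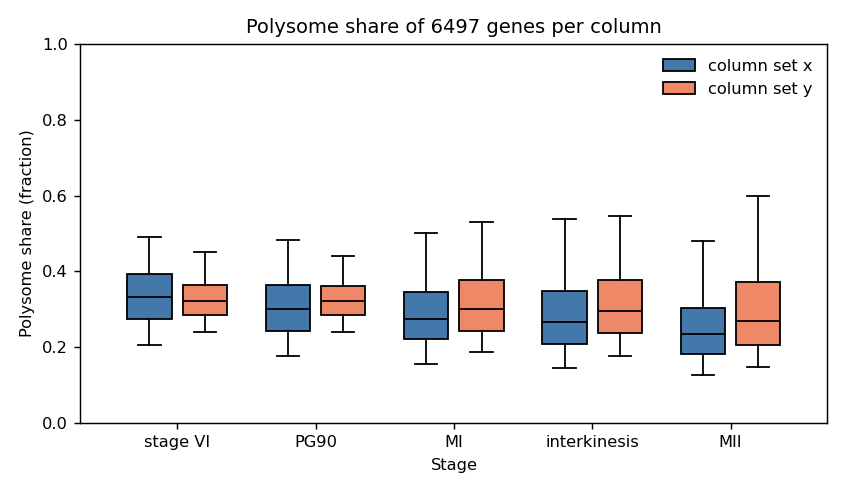
Polysome share (fraction, y axis) of 6497 genes at each stage (x axis) for column sets x and y, with boxes from the lower to the upper quartile, a line at the median and whiskers from the 5th to the 95th percentile. The median moves from 0.332 to 0.233 in column set x and from 0.321 to 0.268 in column set y.

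The first question was which mRNAs changed their association with polysomes between stage VI and each later stage. At MII, limma called 284 genes at an adjusted p under 0.05, of which 36 had a higher and 248 a lower polysome share. The median gene changed by -0.57 on the log2 odds scale, by -0.69 in column set x and -0.40 in column set y. This split depended on scaling. With each column centred on its median, 127 genes were called, 107 higher and 20 lower, and 56 of them were among the 284 with the same direction. Quantile normalization gave 54 genes, 44 higher and 10 lower. The result moved most when the column set was added as a block, which gave 1654 genes, 218 higher and 1436 lower, with all 284 among them. The changes in x and y correlated across genes with a Pearson r of 0.51 and a Spearman rho of 0.45.

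Against stage VI, 0 genes passed the adjusted threshold at PG90, MI or interkinesis. At an unadjusted p under 0.05 there were 59 genes at PG90, 759 at MI and 1041 at interkinesis, against 325 by chance and 2126 at MII. The median change was -0.12 at PG90, -0.29 at MI and -0.33 at interkinesis. Spearman's rho across genes between the changes in x and y was 0.0873 at PG90, 0.426 at MI and 0.400 at interkinesis. Between successive later stages, 0 genes passed in each of the 3 contrasts. There the unadjusted counts were 313 for MI against PG90, 226 for interkinesis against MI and 290 for MII against interkinesis, below the 325 given by chance. The column-set block also called 0 genes in these 6 contrasts, but its unadjusted counts were higher. In the later-stage contrasts they were 632, 431 and 549, all above 325, and against stage VI they were 148 at PG90, 1304 at MI and 1702 at interkinesis.

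Without a test, 58 genes changed by at least 1 in mean log2 odds at PG90, 532 at MI, 795 at interkinesis and 1660 at MII. At MII 346 of these rose and 1314 fell, whereas after median-centring 798 rose and 236 fell. The counts at the earlier stages moved when 1 column was left out, and the largest moves were rises. A rise does not show that the main count rested on the column left out. Without the PG90 column y the PG90 count was 347, and without the stage VI column y it was 255. The MI count was 1095 without the MI column y and 923 without the stage VI column y. The interkinesis count was 1634 without the interkinesis column y. Changes of at least 1 in the same direction in both column sets at MII were found for 157 rising genes, against 27.4 if the sets were independent, and for 575 falling genes, against 353. Relative to each column set's median the split was the opposite, with 457 rising genes, against 133, and 75 falling genes, against 28.8.

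**Figure D2:**
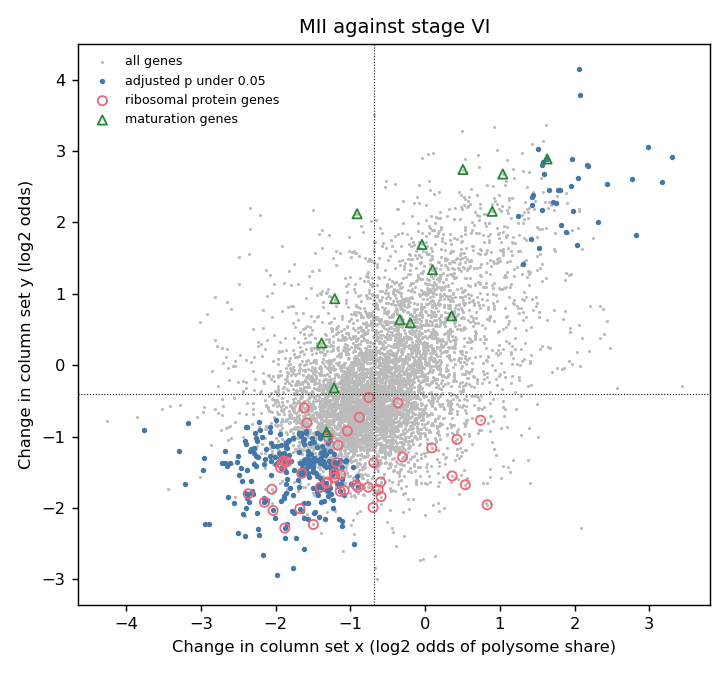
Change in log2 odds of polysome share from stage VI to MII in column set x (x axis) and column set y (y axis), with a point per gene and dotted lines at the medians. The 284 genes called by limma are mostly in the lower left, ribosomal protein genes lie largely below the median of column set y, and maturation genes lie largely above it.

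The 2 largest rises at MII that met the rule for named genes were in nek2-like.1.S and h1foo.L. For nek2-like.1.S the share went from 0.262 ± 0.155 (SD, n = 2) to 0.728 ± 0.127 (SD, n = 2). Its change was 3.11 on the log2 odds scale (SE 0.67, limma adjusted p 0.0416), and under quantile normalization its adjusted p was 0.0595, with a range of 0.0174 to 0.0595 over 5 alternatives. For h1foo.L the share went from 0.304 ± 0.012 (SD, n = 2) to 0.762 ± 0.179 (SD, n = 2), a change of 3.10 (SE 0.67, limma adjusted p 0.0415). The 2 largest falls were in fkbp3.L and Xetrov90018342m.L. The share of fkbp3.L went from 0.566 ± 0.013 (SD, n = 2) to 0.181 ± 0.044 (SD, n = 2), a change of -2.58 (SE 0.42, limma adjusted p 0.0388). Xetrov90018342m.L went from 0.568 ± 0.014 (SD, n = 2) to 0.207 ± 0.110 (SD, n = 2), a change of -2.44 (SE 0.62, limma adjusted p 0.0497). Its adjusted p ranged from 0.0174 to 0.0969 over 5 alternatives, the highest under median-centring.

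Among the genes fixed beforehand, ccnb2, aurka and mos were in the share table, and none passed the adjusted threshold in any contrast with stage VI. The ccnb2.L homeolog, encoding a B-type cyclin, went from 0.311 ± 0.049 (SD, n = 2) at stage VI to 0.574 ± 0.205 (SD, n = 2) at MII, a change of 1.62 (SE 0.56, limma adjusted p 0.0840). Its sister ccnb2.S went from 0.320 ± 0.062 (SD, n = 2) to 0.572 ± 0.080 (SD, n = 2), a change of 1.53 (SE 0.49, limma adjusted p 0.0695). With the column-set block their adjusted p-values were 0.0496 and 0.0391. Over 5 alternatives these ranged from 0.0496 to 0.135 for ccnb2.L and from 0.0391 to 0.127 for ccnb2.S. Leaving out 1 column moved the change of ccnb2.L between 0.74 and 2.51, and that of ccnb2.S between 1.19 and 1.86. The change at MII was -0.54 for mos.L (limma adjusted p 0.365), 0.15 for aurka.L (limma adjusted p 0.869) and -0.14 for aurka.S (limma adjusted p 0.883). Without the MII column x, mos.L changed by 0.03 and aurka.S by 0.58, and without the stage VI column y aurka.L changed by -0.49, so these signs rest on single columns. At PG90, MI and interkinesis, the changes of these 5 rows lay between -0.67 for mos.L and 0.82 for ccnb2.S, both at interkinesis. Many of them changed sign when 1 column was left out. At interkinesis ccnb2.S and mos.L kept their sign but moved, between 0.21 and 1.44 and between -0.95 and -0.38.

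**Figure D3:**
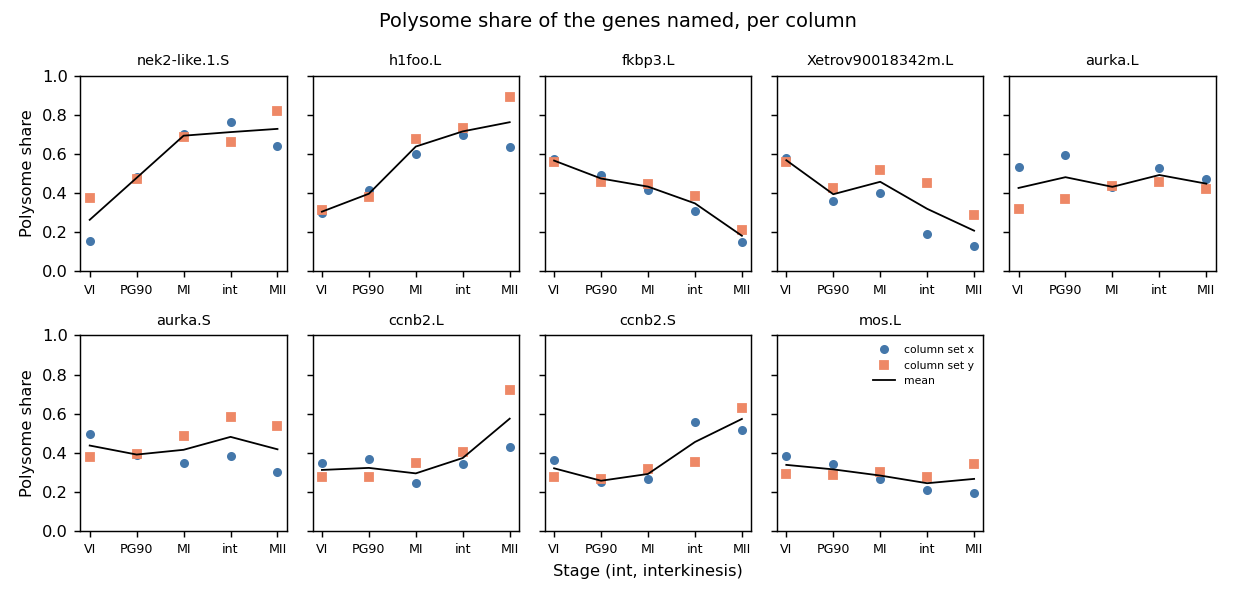
Polysome share (fraction, y axis) of each named gene at the 5 stages (x axis), with points for column sets x and y and a line through their mean. The shares of nek2-like.1.S and h1foo.L reach means of 0.728 and 0.762 at MII, and that of fkbp3.L a mean of 0.181.

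The next question was whether ribosomal protein genes and genes known for translation during maturation moved apart from the other genes. The 44 ribosomal protein rows had a median share of 0.404 at stage VI and 0.215 at MII. Relative to the median of the other genes, their median change was -0.17 at PG90, -0.43 at MI, -0.52 at interkinesis and -0.74 at MII, where 40 of the 44 rows were below the other genes' median. The camera adjusted p-values in limma were 0.000832, 1.79e-06, 1.80e-06 and 1.64e-07. At MII the difference was -0.47 in column set x and -1.17 in column set y. Without the MII column y it was -0.40, and without the MII column x it was -1.12. At PG90 it was -0.28 without the PG90 column x. At MII 14 of the ribosomal protein rows passed the threshold over all genes tested and 27 when adjusted over the list alone, all of them lower.

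The 14 maturation rows differed from the other genes by -0.02 at PG90, 0.16 at MI, 0.71 at interkinesis and 1.13 at MII, where 12 of 14 were above the other genes' median. The camera adjusted p-values in limma were 0.744, 0.285, 0.00110 and 1.99e-05. At MII the difference was 0.57 in column set x and 1.53 in column set y. At interkinesis it was 0.28 without the stage VI column y and 1.07 without the stage VI column x. At MI it was -0.13 without the stage VI column y and 0.47 without the stage VI column x, and at PG90 its sign changed in the same way, from -0.24 to 0.18. At MII 1 row passed over all genes tested, ccnb1.2.L, with a change of 2.26 (limma adjusted p 0.0454). When adjusted over the list alone, 4 passed. With fry in limma, the ribosomal list passed at MI, interkinesis and MII, with adjusted p-values of 0.0257, 0.0257 and 0.00612, and the maturation list in no contrast, with 0.353 at MII. After median-centring none of these fry calls held, with adjusted p-values for the ribosomal list of 0.153 at MI, 0.153 at interkinesis and 0.0852 at MII, and of 0.0852 for the maturation list at MII. With correlations estimated from the data, 0.161 for the ribosomal and 0.323 for the maturation list, none of the 8 tests passed, and both lists had an adjusted p of 0.188 at MII. Neither fry nor the estimated correlation was run with the column-set block. Neither therefore allows for a difference between x and y shared by all stages. The list differences are relative to the other genes, so median-centring left them as they were.

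RNA levels addressed whether polyadenylated RNA changed in amount. Their unit is not stated, and the median level at stage VI was 44.7 in column set x and 9.53 in column set y. More than 6 significant digits were carried by 59.8% of the level values in x and by 0.00803% in y. Whether both column sets hold the same kind of sum is therefore open, and each comparison of x with y below has this limit. In the authors' deposited table, 115 of 11765 genes were at least 2-fold higher in both column sets at MII, against 31.6 if the sets were independent, and 396 were at least 2-fold lower, against 99.9. The same counts in the authors' deposited table were 36 higher and 31 lower at PG90, 53 and 53 at MI, and 74 and 168 at interkinesis. A 1.5-fold threshold moved these counts most, to 694 higher and 999 lower at MII. Spearman's rho across genes between the x and y ratios was 0.136 at PG90, 0.337 at MI, 0.526 at interkinesis and 0.452 at MII. For ccnb1.L, the authors' deposited table gave a ratio of MII to stage VI of 0.696 in x and 0.379 in y. For ccnb1.S, the ratios in the authors' deposited table were 0.894 and 0.286. For ccnb2.S the authors' deposited table gave 0.575 and 0.0827, and for ccnb2.L it gave 0.895 and 0.166. For aurka.S the ratios in the authors' deposited table were 4.63 in x and 1.31 in y, and for aurka.L they were 2.18 and 1.2. For wee2.L the authors' deposited table had 1.17 and 0.398, and for fbxo43.L it had 1.18 and 0.451, opposite directions in the column sets. Their S copies were lower in both column sets of the authors' deposited table, wee2.S with 0.872 and 0.287 and fbxo43.S with 0.826 and 0.442. For mos.L the authors' deposited table listed ratios of 1.26 and 1.36. These ratios carry no test.

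PAS-seq described where transcripts end in stage VI oocytes. The table listed 41982 poly(A) sites with 656192 reads in 13344 genes, with 2 to 1922 reads per site and a median of 8. More than 1 site was listed for 8612 genes, or 64.5% (Wilson 95% interval 63.7% to 65.3%). With a minimum of 10 reads per site there were 17009 sites, and 3665 of 9116 genes, or 40.2%, had more than 1. The number of sites rose with reads per gene, with a Spearman rho of 0.762 across genes. The share with more than 1 site was 13.3% in the quartile of genes with fewest reads and 94.3% in that with most.

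Site positions are given as listed, in a genome build that is not stated. The most used ccnb1.L site was at base 189840291 of chromosome 1L and held 266 of 354 reads, or 75.1% (Wilson 95% interval 70.4% to 79.4%). For ccnb2.L it was at base 89249505 of chromosome 3L with 163 of 204 reads, or 79.9% (Wilson 95% interval 73.9% to 84.8%). For mos.L it was at base 116461745 of chromosome 6L with 58 of 157 reads, or 36.9% (Wilson 95% interval 29.8% to 44.7%). In ccnb1.S the most used site held 45.1% of 237 reads, in aurka.L 22.9% of 83 and in aurka.S 47.9% of 165. In wee2.L it held 31.1% of 151, in wee2.S 55.3% of 85, in fbxo43.L 31.2% of 77 and in fbxo43.S 21.5% of 65. Whether these sites lie in an untranslated region was not analysed here.

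**Figure D4:**
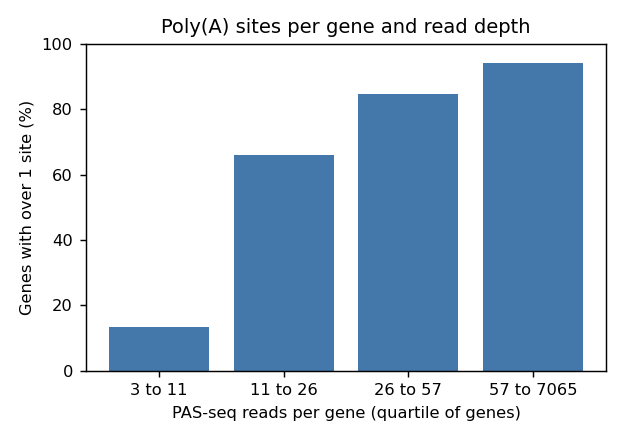
Percentage of genes with more than 1 poly(A) site (y axis) in quartiles of genes by PAS-seq reads per gene (x axis). The bars rise from 13.3% to 94.3%.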

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

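No paired analysis was possible because the columns carry a suffix and no replicate number to pair the libraries by. A block on the suffix itself was fitted in its place, and its results are given as the column-set block. Stricter and looser filters on low values, another pseudocount and the alternative count test were not run, since the shares have no zeros, no expression level and no counts. Leaving out a PAS-seq lane was not run because both lanes are in 1 column, and the motif alternatives were not run for want of their main test. The column-set block, median-centring, constant prior variance, untransformed share and the alternatives for RNA levels were chosen after seeing the data. Where a value moved, the cause was not tested unless stated.

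The 284 genes called at MII against stage VI became 54 under quantile normalization (81.5% higher, 31 of the same genes), 127 after median-centring (84.3% higher), 139 with a constant prior variance (46 higher, 93 lower) and 1654 with the column-set block (13.2% higher). Fitting only the columns of the 2 stages gave 353 genes and the untransformed share 406. Both scalings largely take out the median change of -0.57 by construction, which moves the split away from falls. That rises then outnumber falls does not follow from that step alone. Relative to each column set's median, 457 genes rose and 75 fell by at least 1 in both column sets. The other 6 contrasts had 0 calls under all 6 alternatives, with unadjusted counts between 49 and 1702 genes.

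Of genes changed by at least 1 in mean log2 odds, quantile normalization gave 165 at PG90 and 884 at MII, and median-centring 1034 at MII. Across the 4 sets that each left out one column, these counts ran from 63 to 347 at PG90, 537 to 1095 at MI, 753 to 1634 at interkinesis and 1684 to 2224 at MII.

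An estimated inter-gene correlation left the ribosomal differences of -0.17, -0.43, -0.52 and -0.74 and the maturation differences of 0.71 at interkinesis and 1.13 at MII as they were but no longer past the threshold, with adjusted p-values of 0.266 at PG90, 0.188 at MI, 0.188 at interkinesis and 0.188 at MII for the ribosomal list, and 0.266 and 0.188 for the maturation list. The other 4 alternatives changed no list's call with camera. With fry, median-centring removed the ribosomal calls at MI, interkinesis and MII. Leaving out one column moved the ribosomal difference between -0.28 and -0.14 at PG90, -0.58 and -0.36 at MI, -0.64 and -0.49 at interkinesis, and -1.12 and -0.40 at MII. The maturation difference ran from -0.26 to 0.18 at PG90, -0.13 to 0.47 at MI, 0.28 to 1.07 at interkinesis and 0.81 to 1.45 at MII.

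Single genes reversed as follows. Under quantile normalization, ccnb2.L at MI became 0.21 and ccnb2.S at MI 0.15. After median-centring, aurka.S became 0.13 at MI and 0.40 at MII, ccnb2.L 0.14 and ccnb2.S 0.0768 at MI, and mos.L 0.00418 at MII. With one column left out, the ranges that crossed 0 were, at PG90, -0.32 to 0.99 for aurka.L, -0.63 to 0.0863 for aurka.S, -0.24 to 0.37 for ccnb2.L and -0.43 to 0.14 for mos.L. At MI they were -0.58 to 0.69 for aurka.L, -0.54 to 0.28 for aurka.S, -0.49 to 0.22 for ccnb2.L and -0.48 to 0.10 for ccnb2.S. At interkinesis they were -0.23 to 1.04 for aurka.L and -0.33 to 0.84 for aurka.S, and at MII -0.49 to 0.79 for aurka.L, -0.85 to 0.58 for aurka.S and -1.10 to 0.0256 for mos.L. Under the alternatives with a test, 6 other gene results changed: 4 weaker and 2 stronger. The column-set block took ccnb2.L and ccnb2.S at MII past the threshold. Quantile normalization took nek2-like.1.S below it, and Xetrov90018342m.L fell below it under quantile normalization, median-centring and a constant prior variance.

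The counts of genes changed at least 2-fold in RNA level in both column sets, 67, 106, 242 and 511 in stage order, became 224, 677, 1336 and 1693 with a 1.5-fold threshold. With a level of at least 5 in all 10 columns, which kept 6627 genes, they were 27, 37, 93 and 215. The split under that minimum was 18 higher and 9 lower at PG90, 19 and 18 at MI, and 67 and 148 at MII. At interkinesis it was 46 and 47, against 74 and 168 without the minimum. Keeping repeated names left the totals within 1.5 times. A minimum of 10 reads per site reduced the poly(A) sites to 17009, genes with more than 1 site to 3665 and their share to 40.2%, while merging sites within 50 nt left 41783 sites. Sites and reads per gene rose together across genes, and no subsampling was run, so read depth as the cause was not tested.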

Other observations

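The tests of the column-set block and of the maturation genes' RNA level at MII and interkinesis were chosen only after the results were seen. The others were fixed before the value each test measures was computed.

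The fall of the median polysome share may come from scaling each gradient fraction to its own total, in which case a mean share weighted by RNA level would hardly move. Over 3307 genes found in both tables, the weighted mean fell by 0.551 of the fall of the median in column set x and by 0.364 in column set y, on either side of the level set beforehand. Single genes carry much of the weight, with ddx6.S at 13.8% in column set y at MII. Scaling and a true loss from polysomes cannot be told apart with these values.

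A link between loss from polysomes and loss of RNA level at MII was sought and not found across genes. The rank correlation across genes of the share change in column set x with the level change in y was -0.143, and that of the share change in y with the level change in x was 0.267. Both lay outside the range of 1000 random re-pairings, with opposite signs, so noise shared within a column set was neither excluded nor shown. Within column sets it was 0.0869 in x and -0.154 in y.

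The ribosomal protein genes did fall in both measures, though over unlike sets, with 44 rows for the share and 105 genes for the level. For the 105 genes, the median log2 level ratio at MII was -0.55 in x and -1.37 in y. No comparison was restricted to ribosomal protein genes with both values. Among 10000 random lists matched on level, 0.0% had a lower median in either column set. Loss of poly(A) tails from mRNAs leaving polysomes may lower their recovery in polyadenylated RNA, and the list met that prediction at MII, but RNA decay would do the same and tail length was not analysed here. Before MII, PG90 and MI did not follow the loss from polysomes in y. There the level ratio was already -0.66 at PG90, when the share difference in y was -0.24. At MI the level ratio returned to -0.08, at percentile 21.6, when the share difference in y was -0.37. At interkinesis the level ratio was -0.85 in y, with 0.0% of the random lists lower and a share difference in y of -0.68. In x the ratio was -0.11 at PG90, -0.07 at MI and -0.37 at interkinesis, with at most 0.01% of the random lists lower. The 31 maturation genes do not bear this out in both column sets. Their median log2 level ratio was -1.18 in y, where 0.0% of the random lists were lower, although the list gained polysome share. In x it was -0.01, at percentile 27.1, so the column sets disagree at MII. At interkinesis they point the same way: the list was at -0.43 in x and -1.31 in y, with 0.0% of the random lists lower. For the 14 maturation genes found in both tables, the interkinesis level ratio was at percentiles 1.33 and 0.02. Their polysome share differed from the other genes by 0.43 in x and 1.01 in y. The lists include L and S copies of the same genes, while the random lists were matched on level alone. All these percentiles may therefore be too extreme. The share differences are relative to the other genes, and the median change of all genes in x was -0.43. In x the share itself fell from stage VI to interkinesis for some of the 14 genes and rose for others. The gain relative to the other genes did not pass with fry or an estimated correlation. Whether departure from polysomes lowered the level of these genes at interkinesis is therefore not decided. At MI the level of these 14 genes was also low, at percentiles 0.37 and 0.04, but their share differed by -0.16 in x and 0.39 in y, so MI does not bear on this.

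Homeologs, the L and S copies of a gene, changed together at MII. Across 1299 pairs, the change of L in a column set had rank correlations of 0.396 and 0.382 with that of S in the other. Between column sets the correlation was higher for the L copy itself, at 0.515. Reads shared between homeologs may contribute: after stage and column set were fitted, the residuals of L and S in the same column still correlated at 0.333, outside 1000 random re-pairings. Shared regulation that differed between column sets remains an open explanation and was not tested. Calls for L and S copies of a gene should not be counted as independent.

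The rise from 284 to 1654 calls with the column-set block may reflect a difference between x and y shared by all stages. The difference between x and y correlated across genes in all 10 pairs of stages, with 0.173 as the lowest value and a median of 0.295. The suffix can therefore mark a batch or animals, which the labels do not give.

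At MII, 1586 genes were at least 2-fold lower in RNA level in column set y and 741 in x. Lower levels in y, and so more noise, are a candidate explanation. Among genes with a stage VI level of at least 20 in both column sets, y had 2.57 times as many as x, against 2.14 times over all genes. Genes of low stage VI level thus did not account for the excess. The levels of x and y were not matched, so noise from lower levels in y is not excluded. A different construction of the x and y levels, and a biological difference between the oocytes behind them, stay open and were not tested.

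Other values belong to no comparison. The entry tRNA-Ser made up 29.6% of the summed level at stage VI in x and 60.0% in y, and 40.2% and 77.7% at MII. In x, 59.8% of level values carry more than 6 significant digits, in y 0.00803%, although the header calls both sums. In a list chosen after its values were seen, the 9 genes whose names begin with hist had a median log2 level ratio at MII of -2.96 in x and -3.99 in y, below all 10000 matched random lists. Across 9970 genes, PAS-seq reads had a Spearman rho of 0.497 with the stage VI level in x and 0.456 in y. No biological explanation of these values was tested.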
